# Identification of the principal transcriptional regulators for low-fat and high-fat meal responsive genes in small intestine

**DOI:** 10.1186/s12986-017-0221-3

**Published:** 2017-10-23

**Authors:** Octave Mucunguzi, Aicha Melouane, Abdelaziz Ghanemi, Mayumi Yoshioka, André Boivin, Ezequiel-Luis Calvo, Jonny St-Amand

**Keywords:** Low-fat diet, High-fat diet, Duodenum, Mucosa, Serial analysis of gene expression, Microarray

## Abstract

**Background:**

High-fat (HF) diet is a well-known cause of obesity. To identify principle transcriptional regulators that could be therapeutic targets of obesity, we investigated transcriptomic modulation in the duodenal mucosa following low-fat (LF) and HF meal ingestion.

**Methods:**

Whereas one group of mice was sacrificed after fasting, the others were fed ad libitum with LF or HF meal, and sacrificed 30 min, 1 h and 3 h after the beginning of the meal. A transcriptome analysis of the duodenal mucosa of the 7 groups was conducted using both microarray and serial analysis of gene expression (SAGE) method followed by an Ingenuity Pathways Analysis (IPA).

**Results:**

SAGE and microarray showed that the modulation of a total of 896 transcripts in the duodenal mucosa after LF and/or HF meal, compared to the fasting condition. The IPA identified lipid metabolism, molecular transport, and small molecule biochemistry as top three molecular and cellular functions for the HF-responsive, HF-specific, HF-delay, and LF-HF different genes. Moreover, the top transcriptional regulator for the HF-responsive and HF-specific genes was peroxisome proliferator-activated receptor alpha (PPARα). On the other hand, the LF-responsive and LF-specific genes were related to carbohydrate metabolism, cellular function and maintenance, and cell death/cellular growth and proliferation, and the top transcriptional regulators were forkhead box protein O1 (FOXO1) and cAMP response element binding protein 1 (CREB1), respectively.

**Conclusions:**

These results will help to understand the molecular mechanisms of intestinal response after LF and HF ingestions, and contribute to identify therapeutic targets for obesity and obesity-related diseases.

**Electronic supplementary material:**

The online version of this article (10.1186/s12986-017-0221-3) contains supplementary material, which is available to authorized users.

## Background

High-fat (HF) diet contributes to increase daily energy intake and body fatness [1, 2]. Thus, controlling fat intake is an important determinant within the etiology of obesity. It has been reported that some protective mechanisms against diet-induced obesity are blunted after an establishment of obesity [3, 4]. Therefore, the study of established obesity may not reveal the primary cause which has led to its development which makes it important to acquire knowledge on the initial events responsible for the development of obesity. In order to identify peripheral signals (appetite and satiety signals from the digestive tract to the central nervous system) that can be therapeutic targets of obesity, we have already investigated transcriptomic changes in the duodenum mucosa after a HF or low-fat (LF) meal ingestion using the serial analysis of gene expression (SAGE) method [5].

Gene profiling approaches allow gaining global insights into the transcriptome. Commercial software is now widely available to analyze relevant functions, pathways, networks and transcriptional regulators. Several studies attempted to characterize the intestinal transcriptional responses after a HF diet by using microarrays [6–11], but all used a LF diet as a control. Therefore, no transcriptional information is available regarding the intestinal responses to the LF diet. Moreover, results obtained by SAGE and microarray in previous studies were only partially comparable, and some authors have suggested that these approaches may be rather complementary to each other in the study of transcriptome [12, 13].

In order to identify the principal transcriptional regulators for LF- and HF-meal responsive genes, which could be therapeutic targets for obesity and related diseases, the present study has used our previous data with SAGE method [5], as well as data obtained by microarray. Then, we have analyzed the relevant pathways, networks and transcriptional regulators using the Ingenuity Pathways Analysis (IPA).

## Methods

### Animals, diet and samples preparation

Detailed experimental procedures including amount of energy and macronutrients ingested have been reported elsewhere [5]. Briefly, a total of 140 male C57BL6 mice (12 wks-old, 24.5 ± 2.2 (mean ± SD) g body weight, Charles River Canada Inc., St Constant, QC, Canada) were fed a LF diet (Research Diet # 12450B: 10% calories from fat, New Brunswick, NJ, USA) for two wks, fasted for 12 h, and randomly distributed into seven groups (20 mice per group). One group of fasted mice was sacrificed (fasting group) in the morning, whereas the remaining six groups were fed ad libitum with a LF or HF (Research Diet # 12492: 60% calories from fat) meal until they were sacrificed 30 min, 1 h and 3 h after the beginning of the meal (Six groups: LF30min, LF1h and LF3h, HF30min, HF1h, and HF3h). Each five mice per group were assigned for the sacrifice per day (9 h 00 - 12 h 00), and a mouse from each group was randomly sacrificed during each 35 min. The fasting/meal starting time of each mouse was adjusted according to the assigned group. Immediately after the sacrifice, duodenum (first 5 cm of small intestine) was opened vertically, flushed clean with saline, and the mucosa was removed by scrapping with a glass microscope slide. The samples were rapidly collected and snap frozen in liquid nitrogen and stored at -80 °C until total RNA and protein extractions.

### Total RNA preparation

Total RNA, isolated from pooled duodenum mucosa for each group (*n* = 20) by Trizol (Life Technologies Inc., Burlington, ON, Canada) [5], was used for both SAGE and microarray analysis. The quality of total RNA was monitored by micro-capillary electrophoresis (Bioanalizer 2100, Agilent Technologies, Mississauga, ON, Canada).

### SAGE analysis

Previously published SAGE data (two-fold change, *P* ≤ 0.05) [5] were used for functional classification, gene expression pattern identification as well as the IPA.

### Microarray analysis

Experiments were performed in duplicate by using pooled RNA from each group of mice. Total RNA (10 μg) was used for cDNA synthesis according to the Affymetrix (Santa Clara, CA, USA) manual. Hybridization to GeneChips MOE 430 v2.0 arrays representing 45,101 transcripts and expressed sequence tags followed by probing and scanning was performed according to the Affymetrix manual. The background subtraction and normalization of probe set intensities were performed using the method of Robust Multiarray Analysis described by Irizarry et al. [14]. To identify differentially expressed genes, gene expression intensity in HF and LF groups was compared to the fasting condition using a moderated *t*-test and a Bayes smoothing approach [15]. To correct the effect of multiple testing, the false discovery rate, was estimated from *p* values derived from the moderated *t*-test statistics [16]. The analysis was performed using the affylmGUI Graphical User Interface for the limma microarray package [17]. 

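The microarray part comprised 14 Affymetrix MOE 430 v2.0 arrays, 2 for each of 7 groups: mice fasted for 12 h, and mice sacrificed 30 min, 1 h or 3 h after the beginning of a LF meal (10% calories from fat) or a HF meal (60% calories from fat). Each group was represented by 1 pool of duodenal mucosa RNA from 20 mice, and its 2 arrays were technical replicates of that pool. The p-values below therefore covered array-to-array error only, and no biological replicate was measured. The values were log2 intensities of 45101 probe sets after the authors' Robust Multiarray Analysis, and they were used without further scaling. The array medians ranged from 4.47 to 4.55. The 2 arrays of a pool correlated at 0.9958 to 0.9971 across probe sets, and their median SD was 0.069 to 0.084 depending on the pool. The 3' minus 5' differences of beta-actin and Gapdh, read for RNA quality, were lowest at LF3h, at 0.398 and -0.033. The other pools lay at 0.429 to 0.525 and at 0.014 to 0.081. What this means for the gene results at LF3h was not tested. A linear model with 1 mean per group was fitted with limma to 45037 probe sets, after 64 Affymetrix control probe sets had been set aside. Each fed pool was compared with the fasting pool, and the HF pool with the LF pool of the same time point, by limma's moderated test with the Benjamini-Hochberg adjustment within each comparison. A probe set was counted as modulated at an adjusted p under 0.05 and at least a 2-fold change. The median standard error of a log2 fold change was 0.11. Where a called gene had a log2 value under 6 in 1 of the pools compared, background hides part of its change, which is then given as a lower bound on its size, with at least or with or lower. A gene with several probe sets was represented by the one with the highest mean. Fixed gene lists were tested as sets with limma's camera at a preset inter-gene correlation of 0.01, and the adjusted p with an estimated correlation is given beside the list calls that did not hold with it. The SAGE tags were not analysed here.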

Genes were considered to be significantly differentially expressed if *P*-values were <0.05. Under these conditions, a minimal mean ratio of 2 fold was used as threshold for induced or repressed genes by the LF or HF ingestion.

### Validation of gene expressions by quantitative real-time PCR (Q_RT-PCR)

The confirmation of several SAGE data by Q_RT-PCR has already been published [5]. The validation of microarray data is shown in the Additional file 1: Figure S1.

### Functional classification of LF- and/or HF- meal responsive genes

For both the SAGE and microarray data, functional classification of the genes modulated after the LF- and HF ingestions was based upon the genome directory [18] and the OMIM (http://www.ncbi.nlm.nih.gov/) as well as previously published literatures.

Compared to the fasting condition, SAGE detected 369 transcripts and microarray detected 685 other transcripts, all significantly modulated after LF- and/or HF-meal ingestion. These 1054 transcripts classified under 13 functions: Digestion, hormone/peptide, receptor, transport, signaling, RNA/DNA processing, protein metabolism, growth, cytoskeleton, metabolism, homeostasis, immunity, and others/unknown (Additional file 1: Figure S2). 

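On the arrays, the number of modulated probe sets was highest 3 h after the HF meal, at 177 (111 up and 66 down). The other HF pools had 68 at 30 min (46 up and 22 down) and 48 at 1 h (33 up and 15 down). After the LF meal, 36 probe sets were modulated at 30 min (25 up and 11 down), 101 at 1 h (71 up and 30 down) and 102 at 3 h (66 up and 36 down). In all, 286 probe sets were modulated at least once, 180 of them by the LF meal and 220 by the HF meal. Of these, 242 were assigned to a single gene, and they stood for 179 genes. Only 5 probe sets rose and 3 fell in all 6 comparisons. With no fold minimum, 1368 probe sets were higher and 829 lower than in the fasting condition at LF3h, and 1133 were higher and 1377 lower at HF3h. Many of the same probe sets differed from the fasting pool after both meals. Among the modulated ones, 17 at 30 min, 27 at 1 h and 32 at 3 h rose after both meals, against 0.03, 0.05 and 0.16 if the LF and HF calls were independent. These expected counts take no account of the 2 fasting arrays that all 6 comparisons shared, which by itself makes them alike. The log2 fold changes of the LF and HF pools correlated at 0.586, 0.604 and 0.579 across probe sets at 30 min, 1 h and 3 h, against 0.5, 0.5 and 0.499 in 100 simulations of shared fasting arrays with no effect of a meal. The changes had the same sign in 67.9%, 66.5% and 66.3% of probe sets, against 66.7% in the simulations. How far the single fasting pool lay from other fasted mice was not measured. Such a deviation would also make the comparisons alike, so these values do not separate it from a response shared by the meals.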

The Chi^2^ test was used to identify the significant differences (*P* < 0.05) in the distributions on the total number of transcript species classified under each function.

### Pattern identification of LF- and/or HF-meal responsive genes

After excluding the unknown 158 SAGE transcripts (from the 1054), the remaining 896 transcripts, obtained from both the SAGE and microarray, were classified into six patterns: LF-specific (modulated only in the LF condition), HF-specific (modulated only in the HF condition), meal-responsive (modulated by both HF and LF meals at the same time point and in the same direction), LF-delay (modulated by both HF and LF meals in the same direction but showing delay of modulation in the LF condition), HF-delay (modulated by both HF and LF meals in the same direction but showing delay of modulation in the HF condition), and LF-HF different (modulated by both HF and LF meals but at different time points and/or in opposite direction) patterns. The transcripts in each gene expression pattern were classified into 13 functions except for the LF-delay pattern which contains only 5 genes (Fig. 1). 

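Of the 286 modulated probe sets on the arrays, 106 were HF-specific (37.1%), 86 meal-responsive (30.1%), 66 LF-specific (23.1%), 14 HF-delay (4.9%), 13 LF-HF different (4.5%) and 1 LF-delay (0.3%). The LF-delay probe set belonged to Igkv6-20, an immunoglobulin kappa variable gene, which rose by at least 1.54 on the log2 scale at HF1h (adjusted p = 0.0014) and at least 1.84 at LF3h (adjusted p = 0.00013). Probe sets modulated by both meals were called LF-HF different where any 2 of their changes had opposite signs, meal-responsive where they shared a time point, and delayed otherwise. When meal-responsive was kept for probe sets called at exactly the same time points, the counts became 49 meal-responsive, 39 LF-HF different, 23 HF-delay and 3 LF-delay. The shares of gene lists by pattern below count the 138 genes whose probe set with the highest mean was modulated, and not all 179. A pattern follows from which comparisons passed the thresholds and does not itself compare the meals. Tested directly, the HF and LF pools differed in 28 probe sets at 30 min (15 higher and 13 lower after the HF meal), in 11 at 1 h (3 higher and 8 lower) and in 88 at 3 h (80 higher and 8 lower). With no fold minimum, 388 probe sets were higher and 430 lower after the HF meal at 3 h.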

The Chi^2^ test was used to identify the significant differences (*P* < 0.05) in distributions on total number of transcript species classified in each function.

**Fig. 1:**
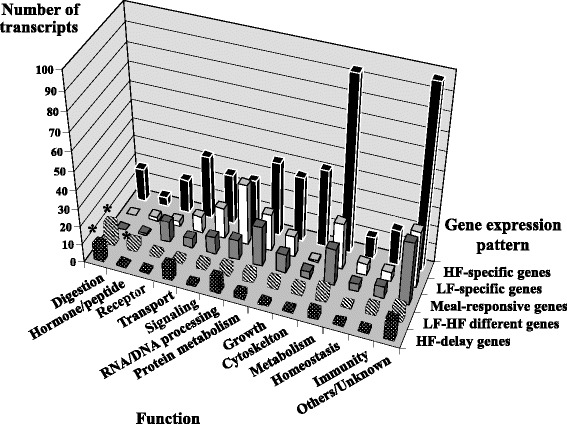
Comparison of the transcripts number detected in each functional classification among five expression patterns. *Significant difference from the expected distribution of number of modulated transcripts (*P* < 0.05). Abbreviations: HF, high-fat; LF, low-fat

### IPA

Significantly modulated canonical pathways, molecular and cellular functions, networks and transcriptional regulators after the LF and HF meal ingestions were analyzed using the web-based bioinformatics tool, IPA (Ingenuity® Systems, http://www.ingenuity.com). First, data obtained from the SAGE and microarray were separately analysed using the GenBank accession number information in order to compare the difference of detected transcripts between them. Then, these data were combined for the analysis of the LF- and HF- responsive genes using the GenBank accession number information (*n* = 896). The transcripts which were not mapped to the GenBank accession number were excluded (*n* = 129). Only 767 mapped transcripts were then matched in the IPA database. As a result, a total of 629 matched genes were used in our analysis: genes detected by SAGE, genes detected by microarray, LF-responsive genes, HF-responsive genes, LF-specific genes, HF-specific genes, meal-responsive genes, LF-delay genes, HF-delay genes, and LF-HF different genes. For the LF-delay genes analysis, since only four genes were available, their IPA results were excluded.

Fisher’s exact test was used to calculate a *P*-value determining the probability that the association between the genes in the dataset and the function (canonical pathway, molecular and cellular function, network and transcriptional regulator) is explained by chance alone (*P* < 0.001).

### Validation of transcriptional regulator expressions by western blot

The principal transcriptional regulators identified by the IPA were validated by western blot (*n* = 9, 8 and 7 for the fasting, LF-3 h and HF-3 h conditions, respectively). Total proteins were extracted using a RIPA buffer and protease inhibitors cocktail (Sigma-Aldrich Canada Co., Oakville, ON, Canada). Five to 30 μg of proteins were separated by SDS-PAGE using the TGX Stain-Free FastCast acrylamide solutions (Bio-Rad Laboratories Ltd., Mississauga, ON, Canada), and trihalo compound in the gels was activated under UV. Then, total proteins were transferred onto PVDF membrane (Bio-Rad Laboratories Ltd.), and visualized under UV using the AlphaImager™ 1220 (Alpha Innotech Co., San Leandro, CA, USA). Membranes were blocked using the Pierce™ Protein-Free (TBS) blocking buffer (Life Technologies Inc.), incubated with primary (Additional file 2: Table S1) and secondary antibodies (sc-2004 or sc-2005, 1/10000 dilution: Santa Cruz Biotechnology Inc., Dallas, Texas, USA), and visualized with the Clarity™ Western ECL Blotting Substrate on a film (Bio-Rad Laboratories Ltd.). The visualized total proteins on the membranes (loading control) and target proteins on the films were quantified using the ImageJ software. Prior to the western blot, pooled samples were used to determine the quantity of loading proteins (0 - 40 μg) and dilution of primary antibody (1/200-1/9000). The same pooled sample was loaded in each gel, and used as a positive control (PC) to normalize the differences between each membrane. The density of each lane on the membrane (DM) and on the film (DF) was expressed as a ratio to each PC on the same membrane/film. Then, the quantity of protein loaded was normalized by dividing DF by DM, as previously suggested [19]. Results are expressed as mean ± SEM. Differences between diet conditions were evaluated through one-way ANOVA followed by the Fisher’s Protected LSD post hoc tests (*P* < 0.05). In a case of a transcriptional regulator for the meal-responsive genes, *t*-test was used to identify the significant difference (*P* < 0.05) between the fasting condition and fed condition (LF-3 h plus HF-3 h).

## Results

### LF- and HF-responsive genes

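Among the LF-responsive genes, Pck1 and Pdk4 fell. Pck1, which encodes the cytosolic phosphoenolpyruvate carboxykinase of gluconeogenesis, had a log2 value of 9.22 ± 0.1 (SD, n = 2 arrays) in the fasting condition and 5.89 ± 0.07 at LF3h. It was at least 10.1-fold lower at LF3h (log2 fold change -3.33 or lower, adjusted p = 7e-10 from limma) and had reached -1.45 at LF1h (adjusted p = 2.4e-06). Another of its 3 probe sets did not change, with 0.05 at LF3h. Pdk4, which encodes a kinase that holds pyruvate back from oxidation, was 4.82-fold lower at LF3h (log2 fold change -2.27, standard error 0.08, adjusted p = 1.9e-09). Of 34 measured target genes of FOXO1, 11 fell, 3 rose and 20 did not pass the test at LF3h (14 fell and 6 rose when adjusted over the list alone). Their median log2 fold change was -0.15 (adjusted p = 0.011 from camera, 0.29 with an estimated correlation). Without LF3h replicate 1 the median was -0.06 (adjusted p = 0.051). The HF meal moved the same list at 3 h, with 9 targets lower and 4 higher (15 and 6 when adjusted over the list alone) and a median of -0.17 (adjusted p = 0.00053, 0.18 with an estimated correlation). Pck1 was 5.49-fold lower at HF3h (log2 fold change -2.46). Cited2, Bcl2l11 and Sesn1, other targets of FOXO1, had log2 fold changes of -1.26, -1.34 and -1.23 at HF3h, and Bcl2l11 and Sesn1 had -0.91 and -0.88 at LF3h.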

The IPA revealed that the main molecular and cellular functions controlled by the LF-responsive genes were cell death, cellular function and maintenance, and carbohydrate metabolism (Table 1). The top transcriptional regulator was forkhead box protein O1 (FOXO1) (Table 1), and the reduced protein expression after a LF meal was confirmed by western blot (Fig.2). On the other hand, the HF-responsive genes ware related to lipid metabolism, molecular transport, and small molecule biochemistry, and peroxisome proliferator-activated receptor alpha (PPARα) was found to be the top transcriptional regulator (Table 1).

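After the HF meal, targets of PPARα rose at 3 h. Of 44 measured targets, 9 rose, 1 fell and 34 did not pass the test at HF3h (13 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.12 (adjusted p = 3e-06 from camera, 0.18 with an estimated correlation). Compared directly with LF3h, 13 targets were higher and 1 was lower at HF3h (17 and 2 when adjusted over the list alone), with a median of 0.19 (adjusted p = 5.1e-13, 0.062 with an estimated correlation). Acot1, an acyl-CoA thioesterase, was at 4.51 ± 0.13 (SD, n = 2 arrays) in the fasting condition, 4.3 ± 0.01 at LF3h and 6.27 ± 0.01 at HF3h. It rose by at least 1.76 on the log2 scale at HF3h (adjusted p = 1.2e-06 from limma), a lower bound since its fasting and LF3h values lay near the array medians. Plin2, which coats lipid droplets, was 2.36-fold higher (log2 fold change 1.24, standard error 0.09, adjusted p = 1.5e-06). G0s2 and Cidec, both of lipid droplets too, rose by at least 1.37 and by 1.01 at HF3h. Pdk4, also a PPARα target, had a log2 fold change of -0.4 at HF3h (adjusted p = 0.0096, but 0.07 and 0.068 without Fasting replicate 1 or 2 and 0.11 without HF3h replicate 2) and was 3.65-fold higher than at LF3h (log2 difference 1.87, adjusted p = 2.2e-08). The HF3h pool also held more adipocyte transcripts than the fasting pool. Of 10 measured adipocyte markers, 4 rose and none fell (4 and 0 when adjusted over the list alone), with a median of 0.2 (adjusted p = 0.00013). The paper stresses PPARα as a principal regulator after a HF meal, from its own results and those of de Wit et al. It adds that PPARα protein, measured by western blot, was higher after the HF meal than after the LF meal. On the arrays the transcript, Ppara, had log2 fold changes of -1 at HF3h and -0.94 at LF3h. The difference between these pools, -0.06, did not pass the test.

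**Figure D1:**
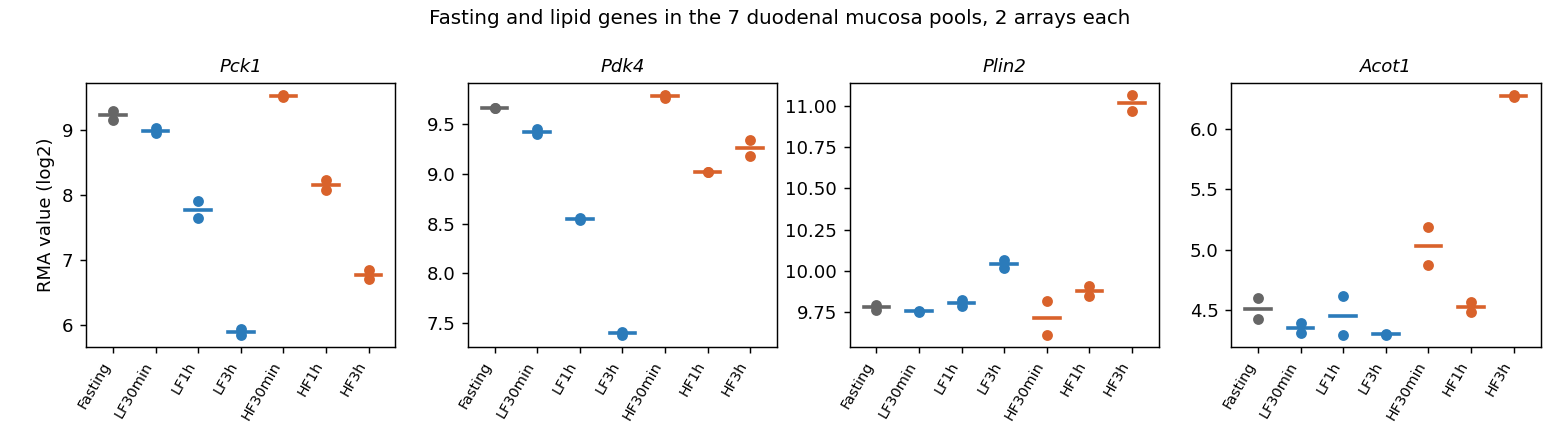
Log2 RMA value of Pck1, Pdk4, Plin2 and Acot1 in the fasting condition and at the 3 time points of the LF and HF meals. Each dot is 1 array and each line the mean of the 2 arrays of a pool of 20 mice, and the vertical axes start above 0. Pdk4 is at 7.4 at LF3h and 9.26 at HF3h.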

**Table 1:** Comparison of significantly modulated molecular and cellular functions, and transcription regulators after low-fat (LF) and high-fat (HF) meal ingestion

	LF-responsive genes	HF-responsive genes
Top 3 molecular and cellular functions		
1	Cell death	Lipid metabolism
2	Cellular function and maintenance	Molecular transport
3	Carbohydrate metabolism	Small molecule biochemistry
Top 3 transcription regulators		
1	FOXO1	PPARA
2	NR5A2	PPARGC1A
3	EPAS1	NR4A1

*Abbreviations: EPAS1*, endothelial PAS domain-containing protein 1, *FOXO1* forkhead box protein O1, *NR4A1* nuclear receptor subfamily 4 group A member 1, *NR5A2* nuclear receptor subfamily 5 group A member 2, *PPARA*, peroxisome proliferator-activated receptor alpha, *PPARGC1A* PPAR gamma coactivator 1-alpha

**Fig. 2:**
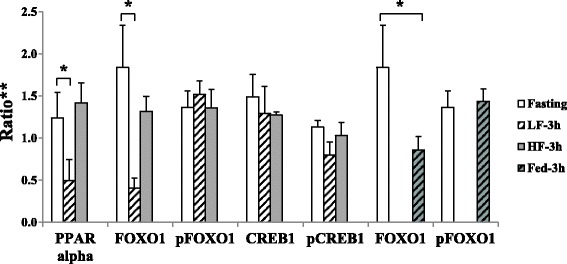
Western blot analysis of transcriptional regulators expressions. *Significant difference between two conditions (*P* < 0.05). **Data are shown as a ratio to the loading control on the same membrane/film and mean ± SEM. Abbreviations: CREB1, cAMP response element binding protein; FOXO1, forkhead box protein O1; HF, high-fat; LF, low-fat; pCREB1, phosphorylated CREB1; pFOXO1, phosphorylated FOXO1; PPAR, peroxisome proliferator-activated receptor

### LF-specific, HF-specific, meal-responsive, HF-delay and LF-HF different genes

A significant canonical pathway, namely extracellular signal regulated kinase 5 (ERK5) signaling, and top three transcriptional regulators for the LF-specific genes were reflected as the top molecular and cellular functions (Table 2 and Additional file 2: Table S2).

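Targets of CREB1 rose at 30 min and fell at 3 h after both meals. Markers of other tissue rose in the same pools at 30 min, those of smooth muscle by a median log2 fold change of 0.22 at LF30min and 0.11 at HF30min (0.0553 without HF30min replicate 1) and those of stomach and Brunner gland by 0.46 and 1.78. At LF30min, 3 of 29 measured targets rose and none fell (7 and 0 when adjusted over the list alone), with a median log2 fold change of 0.12 (adjusted p = 4.9e-08 from camera). At HF30min, 2 rose and none fell (4 and 0 when adjusted over the list alone), with a median of 0.14 (adjusted p = 0.00028), and the 2 meals did not pass the test of their difference at 30 min (median -0.06, adjusted p = 0.27). At LF1h, 2 rose and 3 fell (4 and 3 when adjusted over the list alone), with a median of 0.08 (adjusted p = 0.18). At LF3h, 7 fell and none rose (11 fell and 3 rose when adjusted over the list alone), with a median of -0.1 (adjusted p = 0.0016). Egr1, an immediate early gene, was 2.15-fold lower at LF3h (log2 fold change -1.11, standard error 0.09, adjusted p = 9.3e-06 from limma), and Fos fell by 0.69 on the log2 scale. At HF3h, 6 CREB1 targets fell and 1 rose (9 and 3 when adjusted over the list alone), with a median of -0.05 (adjusted p = 0.04, 0.11 with an estimated correlation). That adjusted p rose to between 0.053 and 0.069 without each of 5 arrays, LF30min replicate 1 or 2, HF1h replicate 1 or 2 and HF3h replicate 2. Among the genes of the LF-specific pattern, 2 of 29 were CREB1 targets (6.9%, against 0.9% of the other modulated genes; two-sided Fisher's exact test, p = 0.11, adjusted p = 0.75) and 3 of 29 were immediate early genes (10.3% against 0; p = 0.0085, adjusted p = 0.19). Mapk7, the gene of ERK5, did not change at LF3h (log2 fold change 0.01, adjusted p = 0.99).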

**Table 2:** Significantly modulated canonical pathways, molecular and cellular functions, and transcription regulators for low fat (LF)-specific, high fat (HF)-specific, meal-responsive, HF-delay, and LF-HF-different genes

	LF-specific genes	HF-specific genes	Meal-responsive genes	HF-delay genes	LF-HF different genes
Top 3 canonical pathways					
1	ERK5 signaling	Calcium signaling	Aldosterone signaling in epithelial cells		Glycerolipid metabolism
2		LXR/RXR activation	Protein ubiquitination pathway		Actin cytoskeleton signaling
3		LPS/IL-1 mediated inhibition of RXR function			
Top 3 molecular and cellular functions					
1	Carbohydrate metabolism	Lipid metabolism	Cellular function and maintenance	Lipid metabolism	Lipid metabolism
2	Cellular function and maintenance	Small molecule biochemistry	Post-translational modification	Molecular transport	Small molecule biochemistry
3	Cellular growth and proliferation	Molecular transport	Protein folding	Small molecule biochemistry	Molecular transport
Top 3 transcription regulators					
1	CREB1	PPARA	FOXO1	RBPJL	NR5A2
2	CEBPB	SMAD3	AIP	PTF1A	RBPJL
3	FOXO1	PPARGC1A	HIF1A	MLX	Pdx1

*Abbreviations:* *AIP* aryl-hydrocarbon receptor-interacting protein, *CEBPB* CCAAT/enhancer-binding protein beta, *CREB1* cAMP responsive element binding protein 1, *ERK5* extracellular signal regulated kinase 5, *EPAS1* endothelial PAS domain-containing protein 1, *FOXO1* forkhead box protein O1, *HIF1A* hypoxia-inducible factor 1 alpha subunit, *IL-1* interleukin 1, *LPS* lipopolysaccharides, *LXR* liver X receptor, *MLX* Max-like protein X, *NR4A1* nuclear receptor subfamily 4 group A member 1, *NR5A2* nuclear receptor subfamily 5 group A member 2, *Pdx1* pancreatic and duodenal homeobox 1, *PPARA* peroxisome proliferator-activated receptor alpha, *PPARGC1A* PPAR gamma coactivator 1-alpha, *PTF1A* pancreas transcription factor 1 subunit alpha, *RBPJL* recombination signal binding protein for immunoglobulin kappa J region-like, *RXR* retinoid X receptor

The top three molecular and cellular functions for the HF-specific, HF-delay and LF-HF different genes were similar as the HF-responsive genes (Table 2). However, there was no common transcriptional regulator between the HF-specific genes (Additional file 2: Table S3) and HF-delay and LF-HF different genes (Additional file 2: Tables S4 and S5, respectively). 

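The 54 genes of the HF-specific pattern held 4 of the 5 modulated PPARα targets (7.4% of the pattern, against 1.2% of the other modulated genes; two-sided Fisher's exact test, p = 0.077, adjusted p = 0.75). At HF3h, amino acid stress genes driven by ATF4 rose as well, with 9 of 28 higher and none lower (12 and 1 when adjusted over the list alone) and a median log2 fold change of 0.21 (adjusted p = 5.6e-06 from camera). Chac1 of this list rose by at least 1.44 at HF3h (adjusted p = 7.7e-05). The list also rose at HF1h, with 3 higher and none lower (6 and 0 when adjusted over the list alone) and a median of 0.16 (adjusted p = 0.00025, 0.089 without probe sets ending in _s_at, _x_at or _a_at), and at LF1h. Acinar genes of the pancreas rose in these same pools, HF3h, HF1h and LF1h, with medians of 0.75, 0.64 and 0.86. Of the 3 modulated ATF4 genes, 2 were LF-specific and 1 was HF-specific. The LF-HF different probe sets were mostly of pancreatic genes. They belonged to Cel, Pnliprp1, Klk1, Tmed6, Gp2, Ins2 and Iapp among others. Without the genes of the pancreatic and stomach lists, 2 LF-HF different probe sets were left of 13, an alternative chosen after the data had been seen. Both were assigned to no single gene, so a filter by gene could not remove them. In 1 of them the log2 fold changes were -1.58 at LF3h and 1.93 at HF30min, where Ins2 had -2.05 and 1.65. The other had 1.27 at LF1h and -1.11 at HF30min, where Gp2 had 1.35 and -1.11.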

Expression of the top transcriptional regulator for the HF-specific genes, PPARα, was significantly higher in the HF-3 h condition than in the LF-3 h condition (Fig. 2).

The meal-responsive genes were related to cellular function and maintenance, post-transcriptional modification, and protein folding (Table 2). 

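Chaperones of the endoplasmic reticulum and genes of the unfolded protein response, tested as 1 list, rose after both meals. At LF3h, 10 of 32 rose and none fell (14 and 0 when adjusted over the list alone), with a median log2 fold change of 0.22 (adjusted p = 3.2e-13 from camera). At HF3h, 15 rose and none fell (22 and 0 when adjusted over the list alone), with a median of 0.3 (adjusted p = 2.5e-19), in a pool where 17 of 24 acinar genes of the pancreas rose too. Creld2 of this list had a log2 fold change of 1.17 at HF3h (adjusted p = 1.3e-06). None of the 41 meal-responsive genes was on this list (two-sided Fisher's exact test, p = 0.55, adjusted p = 1). Of its 3 modulated genes, 2 were LF-specific and 1 was HF-specific. With a fold minimum of 1.5, 5 of the 9 modulated genes of the list were meal-responsive (by the same exact test p = 0.064, adjusted p = 0.47). Hif1a, the gene of another regulator that Table 2 lists for the pattern, had log2 fold changes of 0.61 at LF3h (adjusted p = 0.0015) and 0.82 at HF3h (adjusted p = 8.7e-05). Heat shock proteins and co-chaperones made up 3 of the 41 meal-responsive genes (7.3%, against 2.1% of the other modulated genes; two-sided Fisher's exact test, p = 0.16, adjusted p = 0.85). With a fold minimum of 1.5 they made up 11 of 169 meal-responsive genes (adjusted p = 0.0031).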

The top transcriptional regulator was FOXO1 (Table 2 and Additional file 2: Table S6), and its expression was higher in fed condition (HF-3 h plus LF-3 h) compared to the fasting condition.

The functional distribution analysis of significantly modulated genes in each gene expression pattern indicates that both HF-delay and LF-HF different genes had a higher proportion of genes related to digestion (Fig. 1). In addition, LF-HF different genes had also a higher proportion of genes related to hormone/peptide (Fig. 1).

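On the arrays, pancreatic digestive enzymes and their cofactors made up 3 of the 7 LF-HF different genes, or 42.9%, against 3.8% of the other modulated genes (two-sided Fisher's exact test, p = 0.0041). Adjusted over all lists and patterns tested, this p was 0.19. With a fold minimum of 1.5, 13 of 30 LF-HF different genes were such enzymes (adjusted p = 1e-13). The exact test takes genes as independent, yet the enzymes' profiles over the pools correlated at a median of 0.99. Its p-values for the enzymes therefore overstate the evidence, and pancreas carried over with the mucosa was not excluded. By the same exact test, 1 of the 6 HF-delay genes was a digestive enzyme (p = 0.31; 0 of 14 with a fold minimum of 1.5), and 2 were other acinar genes of the pancreas (33.3%, against 6.8% of the other modulated genes; p = 0.073, adjusted p = 0.75). Other acinar genes were 2 of the 7 LF-HF different genes (p = 0.098 by the same exact test, adjusted p = 0.75), and 7 of 30 with a fold minimum of 1.5 (adjusted p = 0.00026).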

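Pancreatic islet genes made up 2 of the 7 LF-HF different genes on the arrays (28.6%, against 0.8% of the other modulated genes; two-sided Fisher's exact test, p = 0.0065, adjusted p = 0.19). These were Ins2 and Iapp, and the list's remaining modulated gene was HF-specific. With a fold minimum of 1.5, 2 of 30 LF-HF different genes were islet genes (by the same exact test p = 0.02, adjusted p = 0.21).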

### SAGE and microarray

As shown on the Additional file 1: Figure S2, SAGE methods revealed a lower number of modulated transcripts in the receptor, signaling, and RNA/DNA processing but a higher number of transcripts of the cytoskeleton, and others/unknown. On the other hand, microarray detected a higher number of transcripts in both signaling and RNA/DNA processing, as well as a lower number of transcripts of the cytoskeleton and others/unknown functions.

The top three molecular and cellular functions detected by SAGE (lipid metabolism, molecular transport, and small molecule biochemistry) were also detected as the top four by microarray, and both SAGE and microarray revealed lipid metabolism and development related networks within the top three networks (Additional file 2: Table S7). In the SAGE-detected genes, 53% of identified transcription factors were represented in those of the microarray detected genes or 63% for vice versa (Additional file 2: Tables S8 and S9).

Significantly modulated genes from the SAGE analysis have been published [5]. The genes from the microarray analysis were presented in the Additional file 2: Table S10.

## Discussion

As expected, IPA revealed that “lipid metabolism” represents the main characteristic of both HF-responsive and HF-specific genes. 

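Genes of triglyceride and chylomicron assembly rose at HF3h. Of 26 measured, 5 rose and 1 fell (10 and 3 when adjusted over the list alone), with a median log2 fold change of 0.13 (adjusted p = 5.9e-05 from camera, 0.21 with an estimated correlation). Agpat2 and Dgat2, of triglyceride synthesis, rose by 0.63 and 0.59, and Lpin2 fell by 0.58. Adipocyte markers rose in the same pool. Cholesterol synthesis rose 3 h after the LF meal. It was also called higher at LF30min (median 0.16, adjusted p = 0.00039, 0.14 with an estimated correlation). The same held at HF1h (median 0.14, adjusted p = 0.014, 0.27 with an estimated correlation). At HF3h cholesterol synthesis was not called (median 0.06, adjusted p = 0.31). At LF3h, 6 of its 20 genes rose and none fell (9 and 0 when adjusted over the list alone), with a median of 0.23 (adjusted p = 5.4e-09). Compared with LF3h, 1 was lower and none was higher at HF3h (9 and 0 when adjusted over the list alone), with a median of -0.22 (adjusted p = 4.8e-07, 0.055 with an estimated correlation). Insig1, which holds this pathway back, rose alike after both meals, by 1.02 at LF3h (adjusted p = 0.00084) and 1.01 at HF3h (adjusted p = 0.00057).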

Previous transcriptomic studies of the small intestine have used only microarray analysis and LF diet as a control [6–11], which will not allow a direct comparison with our data. However, most of the studies have pointed “lipid metabolism” as a key modulated function after several wks of HF feeding [7–11]. Our results and those of de Wit et al. [8–10] emphasize PPARα as a principal transcriptional regulator after a HF-meal ingestion. Indeed, the higher expression of PPARα protein after a HF meal was confirmed via a comparison with LF condition. Moreover, de Vogel-van den Bosch et al. [20] have also demonstrated, using PPARα-null mice, that PPARα is an important factor controlling expressions of intestinal barrier genes (multiple transmembrane transporter genes) following fatty acids (FA) ingestion. In the current results, molecular transport was placed at the top three of the molecular and cellular functions both in the HF-responsive and HF-specific genes. An average of 11% of the molecules found in the first and second networks contained these genes after the HF-meal ingestion, whereas no gene was found in the top two networks after the LF-meal ingestion (Additional file 1: Figures S3-S6). Furthermore, data from Steegenga et al. [11] have shown that lipid metabolism and small molecule biochemistry are the two major molecular and cellular functions after two wks of HF intake, whereas these two were in the top three in our acute HF-feeding results (both in the HF-responsive and HF-specific genes). Therefore, the previous results from the long-term HF feeding [7–11] and acute FA ingestion [20] support well our acute HF-feeding data.

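Some transcripts that carry, use or respond to sugar were higher 3 h after the LF meal. Slc2a5, the fructose transporter of the brush border, was 2.97-fold higher at LF3h than in the fasting condition (log2 fold change 1.57, standard error 0.08, adjusted p = 8.2e-08 from limma). At HF3h it was 2.02-fold higher (1.01, adjusted p = 3.5e-06), after a fall by 0.74 at HF30min. Arrdc4 and Txnip, which respond to glucose, rose by at least 1.53 and by 0.88 on the log2 scale at LF3h. The list of carbohydrate digestion and sugar transport also held Arrdc4 and Txnip. Of its 13 genes, 4 rose and 1 fell at LF3h (5 and 1 when adjusted over the list alone), with a median of 0.13 (adjusted p = 0.0011 from camera, 0.15 with an estimated correlation). The median of these genes was 0.0784 without Fasting replicate 1 and 0.0835 without LF3h replicate 2. In the direct comparison at 3 h, 3 were lower and none was higher after the HF meal than after the LF meal (4 and 0 when adjusted over the list alone), with a median of -0.2 (adjusted p = 3.1e-06, 0.06 with an estimated correlation). Of 22 genes of glycolysis and fructose use, 5 rose and none fell at LF3h (6 and 0 when adjusted over the list alone), with a median of 0.08 (adjusted p = 0.00013, 0.26 with an estimated correlation). These included Pdhb and Tkfc, with 0.86 and 0.49, and Slc2a5, which is on both lists. The median of the glycolysis and fructose list was 0.0539 without Fasting replicate 1. Gluconeogenesis did not move as a list at LF3h. Of 14 genes, 2 rose and 1 fell (5 and 1 when adjusted over the list alone), with a median of 0.01 (adjusted p = 0.28). Its enzymes went opposite ways, since G6pc was 1.95-fold higher at LF3h (log2 fold change 0.96, adjusted p = 9.2e-06) and 1.38-fold higher at HF3h (0.46, adjusted p = 0.0023), while Pck1 fell.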

Our study demonstrated that “carbohydrate metabolism” was one of the main characteristics after the LF meal ingestion, and FOXO1 and cAMP response element binding protein 1 (CREB1) as a principal transcriptional regulator for the LF-responsive and LF-specific genes, respectively. Both FOXO1 and CREB have been reported as two key transcriptional regulators for hepatic gluconeogenic program [21]. Under fasting condition, increased secretion of pancreatic glucagon triggers activation of protein kinase A (PKA), which phosphorylates CREB, leading to an increased expression of gluconeogenic genes such as glucose 6-phosphatase (G6Pase) [21]. Both in the liver and small intestine, Gautier-Stein et al. [22] have demonstrated that CREB binds to the G6Pase promoter after fasting but not in the postprandial state. On the other hand, FOXO1 stimulates G6Pase promoter activity through insulin response element (IRE) and increases its rate of transcription [23]. However, when phosphorylated, it is excluded from the nucleus [24], where it is then ubiquitinated and degraded [25]. After a high-carbohydrate-diet feeding, elevated blood glucose stimulates insulin secretion, which leads to the activation of insulin signaling pathways in the liver. The IRE mapped on the promoter of G6Pase is critical in mediating the insulin/Akt-dependent inhibition of gene expression in hepatic gluconeogenesis [23, 26]. In the present study, higher expressions of FOXO1 and phosphorylated CREB1 (a trend, *P* = 0.058) were seen in the fasting condition than in the LF-3 h condition, suggesting an elevated gluconeogenic pathway in the duodenum of fasting mice. In addition to the metabolism, FOXO transcription factors regulate cellular differentiation, growth, survival, cell cycle, stress and tumor suppression pathways [27]. Together with nuclear receptor subfamily 5 group A member 2 (NR5A2), which has emerged as a key regulator of intestinal function such as cell renewal and local immune function [28], these top 2 transcriptional regulators represent other molecular features of the LF-responsive genes, cellular function and maintenance as well as cell death. To our knowledge, there is no global investigation into the LF-responsive genes, since LF diet has been often used as a control [6–11]. Therefore, this is the first study reporting the characteristics of the LF-responsive genes with fasting condition as reference.

The present study identified ERK5 as a significant canonical pathway of the LF-specific genes. ERK5 signaling plays important roles in many cellular processes including cell proliferation, differentiation, survival and apoptosis by activating transcription factors including CREB1. CREB1 is known to interact with CCAAT/enhancer-binding protein beta (CEBPB, the second transcriptional regulator) which regulates genes involved in immune and inflammatory responses as well as maintenance of muscle function via macrophages [29, 30]. Together with the third transcriptional regulator FOXO1, these three transcriptional regulators and canonical pathway reflect the top three molecular and cellular functions, namely, carbohydrate metabolism, cellular function and maintenance, and cellular growth and proliferation.

Both HF-delay and LF-HF different transcriptomes were characterized by a higher proportion of genes related to digestion, and there were three common transcriptional regulators between the HF-delay and LF-HF different genes, namely recombination signal binding protein for immunoglobulin kappa J region-like (RBPJL), pancreas specific transcription factor 1a (PTF1A) and NR5A2. The RBPJL and PTF1A are transcription factors involved in the maximal production of digestive enzymes [28]. NR5A2 co-regulates an exocrine pancreas-specific transcriptional network of digestive function [22]. Thus, these common transcriptional regulators reflect well the common physiological function between the HF-delay and LF-HF different genes, “digestion”. Moreover, four (among seven) target molecules of these transcription factors in our data set, namely carboxyl ester lipase (*Cel*), chymotrypsinogen B2 (*Ctrb2*), trypsin 4 (*Try4*) and carboxypeptidase A2 (*Cpa2*), encode pancreatic digestive enzymes. 

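Pancreatic enzymes rose and fell together across the pools. Cel had a log2 value of 12.15 ± 0.02 (SD, n = 2 arrays) in the fasting condition, 13.19 ± 0 at LF1h, 11.15 ± 0.09 at HF30min and 13.1 ± 0.01 at HF3h. It was 2.05-fold higher at LF1h (log2 fold change 1.04, standard error 0.08, adjusted p = 5.5e-06 from limma), 2.01-fold lower at HF30min (-1.01, adjusted p = 1.4e-05) and 1.94-fold higher at HF3h (0.95, adjusted p = 8.4e-06). Ctrb2 and Try4 were not analysed here. Ctrb1 had log2 fold changes of 0.53 at LF1h (adjusted p = 0.0046, 0.059 without Fasting replicate 1), -0.81 at HF30min and 0.5 at HF3h. All 18 measured enzymes and cofactors rose at LF1h, with a median of 0.78 (adjusted p = 1.6e-52 from camera). At HF30min 16 fell and none rose (18 and 0 when adjusted over the list alone), with a median of -0.89 (adjusted p = 9e-47). At HF1h 16 rose, with a median of 0.61 (adjusted p = 5.5e-41), and at HF3h all 18 rose, with a median of 0.74 (adjusted p = 8.9e-34). At LF3h 4 fell and none rose (16 and 0 when adjusted over the list alone), with a median of -0.25 (adjusted p = 2.8e-11). Prss3 rose by at least 2.1 at LF1h and at least 1.7 at HF1h. Pla2g1b rose by 1.57 at LF1h, although another of its 4 probe sets was at -0.05. Acinar genes that encode no enzyme moved with them. Of 24 measured, 16 rose and none fell at LF1h (18 and 0 when adjusted over the list alone; median 0.86, adjusted p = 3.6e-36), 7 fell at HF30min (11 when adjusted over the list alone; median -0.26, adjusted p = 8e-11), and 17 rose and 1 fell at HF3h (19 and 1 when adjusted over the list alone; median 0.75, adjusted p = 3.9e-22). Tmed6 rose by 1.54 at LF1h and was at -1.53 or lower at HF30min, and Cckar rose by at least 1.81 at HF3h. Of the 3 regulators, Ptf1a rose by at least 1.22 at HF3h (adjusted p = 0.0012), Nr5a2 fell by 0.55 (adjusted p = 0.0039) and Rbpjl, under a log2 value of 6 in both pools, was at 0.49 (adjusted p = 0.05). Without Fasting replicate 2 the adjusted p of Nr5a2 was 0.064, and that of Rbpjl was between 0.026 and 0.042 under 6 alternatives.

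**Figure D2:**
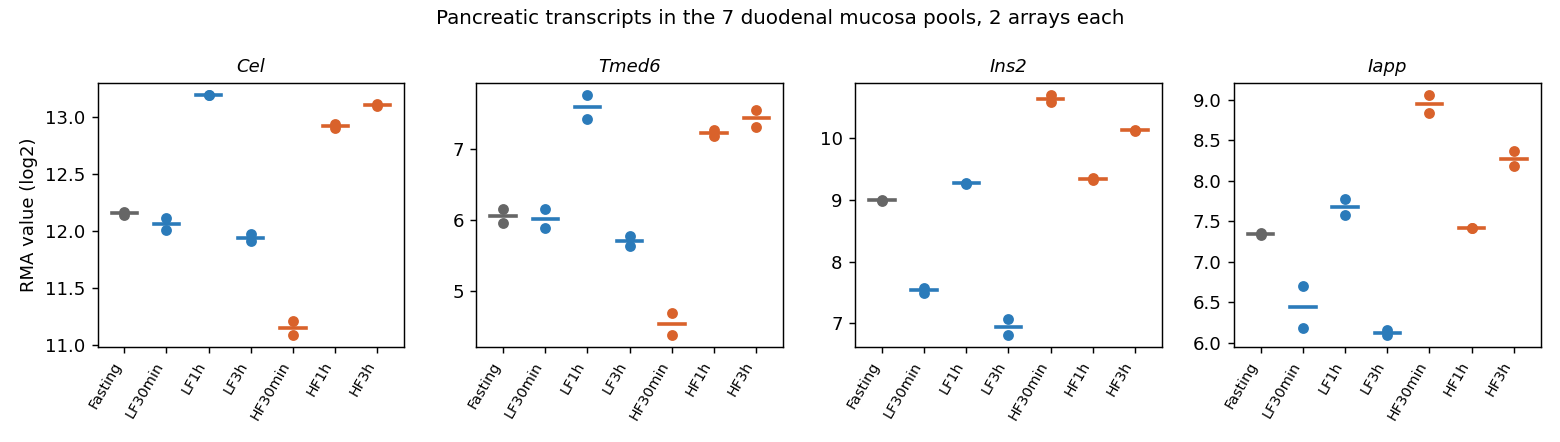
Log2 RMA value of Cel, Tmed6, Ins2 and Iapp in the 7 pools. Each dot is 1 array and each line the mean of the 2 arrays of a pool, and the vertical axes start above 0. Cel and Tmed6 are lowest at HF30min, where Ins2 and Iapp are highest.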

The significance of these genes expressions remains unknown, however, the pancreatic digestive enzymes have been already reported to be expressed in normal epithelial cells of the duodenum [31].

In addition, the LF-HF different genes were also characterized with a higher proportion of genes related to hormone/peptide, such as islet amyloid polypeptide (*Iapp*), insulin I (*Ins1*) and insulin II (*Ins2*). 

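At 30 min and 3 h, Ins2 fell after the LF meal and rose after the HF meal. It had a log2 value of 8.99 ± 0.01 (SD, n = 2 arrays) in the fasting condition, 6.94 ± 0.18 at LF3h and 10.65 ± 0.09 at HF30min. It was 4.14-fold lower at LF3h (log2 fold change -2.05, standard error 0.09, adjusted p = 3e-08 from limma) and 3.14-fold higher at HF30min (1.65, adjusted p = 3.5e-07). At LF30min it was at -1.46, and at HF3h at 1.14. At 1 h it did not pass the test, with 0.27 at LF1h (adjusted p = 0.24, 0.026 with a trended and robust variance), 0.35 at HF1h (adjusted p = 0.13, 0.0034 with a trended and robust variance and 0.019 without dim probe sets) and 0.07 between them (adjusted p = 0.83). Iapp was 2.32-fold lower at LF3h (log2 fold change -1.22, standard error 0.14, adjusted p = 0.00028) and 3.04-fold higher at HF30min (1.6, adjusted p = 3.6e-05), and all 4 of its probe sets had these signs. Ins1 was not analysed here. Of 21 measured islet genes, 5 rose and none fell at HF30min (8 and 0 when adjusted over the list alone), with a median of 0.1 (adjusted p = 5.2e-06 from camera), while the digestive enzymes fell in the same pool. At HF3h 4 rose and none fell (4 and 0 when adjusted over the list alone), with a median of 0.13 (adjusted p = 0.0012). Without Fasting replicate 1 the islet medians were 0.0541 at HF30min and 0.0828 at HF3h. The HF30min pool also held more stomach transcripts than the fasting pool, with 12 of 14 markers of stomach and Brunner gland higher and none lower (13 and 0 when adjusted over the list alone).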

After excluding the three transcriptional regulators common to LF-HF and HF-delay different genes, the remaining three transcriptional regulators in the top seven of this classification were related to pancreatic development and/or exocrine/endocrine pancreas-specific transcriptional network. More specifically, the pancreatic and duodenal homeobox 1 (PDX1) is a transcription factor necessary for pancreatic development [11, 32]. PDX1, v-maf musculoaponeurotic fibrosarcoma oncogene homolog A (MAFA) and homeobox protein Nkx-2.2 (NKX2-2) are necessary for β-cell maturation [32–34]. Furthermore, MAFA is a transcription factor for the insulin gene [35]. These transcriptional regulators represent the second characteristic of the physiological functional classification, “hormone/peptide”.

To our knowledge, there is no previous transcriptomic study investigating and analyzing the meal-responsive genes the way we did. Indeed, our data showed that the main molecular and cellular functions as well as the canonical pathway of meal-responsive genes are related to cellular function and maintenance as well as aldosterone signaling in epithelial, respectively. Aldosterone regulates electrolyte and water balance through its effects on ion transport in the epithelial cell. Ion channels and transporters play a critical role in ion and fluid homeostasis and thus in normal animal physiology. Our data indicate that only this classification had a higher number of significant transcriptional regulators which contain heat shock proteins (HSP) as target molecules (data not shown, Chi^2^ = 15.9). This reflects an importance of protein folding in the cells of duodenum after a meal ingestion, which is concordant with the third molecular and cellular function of meal-responsive genes, “protein folding”.

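Heat shock proteins rose from 30 min on after both meals. Hspa1b, an inducible HSP70, had a log2 value of 6.44 ± 0.23 (SD, n = 2 arrays) in the fasting condition and 10.08 ± 0.02 at LF3h. It was 12.5-fold higher at LF3h (log2 fold change 3.64, standard error 0.12, adjusted p = 8.9e-10 from limma), and had log2 fold changes of 2.59 at LF30min, 3.6 at LF1h, 1.91 at HF30min, 3.6 at HF1h and 3.31 at HF3h. Hsph1 rose by 2.67 at LF3h and 2.47 at HF3h. Chordc1, a co-chaperone of HSP90, rose by 1.02 and 0.94. At LF3h, 22 of 40 heat shock proteins and co-chaperones rose and none fell (26 and 0 when adjusted over the list alone), with a median of 0.38 (adjusted p = 6.6e-28 from camera). At HF3h, 18 rose and none fell (26 and 1 when adjusted over the list alone), with a median of 0.31 (adjusted p = 6.4e-18). At LF30min, 4 rose and none fell (7 and 0 when adjusted over the list alone), with a median of 0.09 (adjusted p = 1.5e-10, 0.061 with an estimated correlation), and at HF30min 3 rose and none fell (10 and 0 when adjusted over the list alone), with a median of 0.16 (adjusted p = 3.8e-11, 0.055 with an estimated correlation). At 1 h, 10 were higher at LF1h (24 when adjusted over the list alone; median 0.27, adjusted p = 5.4e-25) and 8 were higher at HF1h (18 when adjusted over the list alone; median 0.2, adjusted p = 9.3e-18).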

The gastrointestinal system plays a central role in immune system homeostasis [36]. It is the main route of contact with the external environment and is overloaded every day with exogenous stimuli, including dangerous pathogens and toxic substances [36]. Indeed, the small intestine is a xenobiotic-metabolizing organ [24]. 

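Cyp1a1, an enzyme of xenobiotic metabolism that AHR induces, fell after every meal. It was at 8.57 ± 0.01 (SD, n = 2 arrays) in the fasting condition and 6.75 ± 0.04 at HF3h, 3.52-fold lower (log2 fold change -1.82, standard error 0.1, adjusted p = 2.3e-07 from limma). The log2 fold changes were -1.57 at LF30min, -0.85 at LF1h, -1.52 at LF3h, -1.91 at HF30min and -1.81 at HF1h. Ahr itself did not pass the test, with 0.1 at LF3h (adjusted p = 0.76) and -0.35 at HF3h (adjusted p = 0.1, 0.016 with a trended and robust variance and 0.023 without dim probe sets). Of 41 phase I and II metabolic enzymes, 6 fell and none rose at LF3h (11 and 0 when adjusted over the list alone), with a median of -0.13 (adjusted p = 1.7e-05 from camera, 0.16 with an estimated correlation). At HF3h, 9 fell and none rose (18 and 0 when adjusted over the list alone), with a median of -0.19 (adjusted p = 2e-08, 0.085 with an estimated correlation).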

Within this context, our transcriptional regulation analysis of the meal-responsive genes also highlighted the importance of xenobiotic-metabolism, namely aryl hydrocarbon receptor interacting protein (AIP) and aryl hydrocarbon receptor (AHR). In contrast to the meal-responsive genes, Van den Bosh et al. [25] have reported that fasting (12-24 h) modulates the expression of genes related to the xenobiotic-metabolism (phase I metabolic enzyme). In addition, they also reported changes in ATP binding cassette (ABC) superfamily of transporters (Abca1 and Abcg8) as a consequence of fasting [25]. 

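ABC transporters fell 3 h after the LF meal. At LF3h, 5 of 27 fell and none rose (5 and 0 when adjusted over the list alone), with a median log2 fold change of -0.1 (adjusted p = 0.00063 from camera). At HF3h, 5 fell and 1 rose (6 and 2 when adjusted over the list alone), with a median of -0.04, which did not pass the test (adjusted p = 0.063, but 0.0089 with the mean of a gene's probe sets, where the median was -0.0937). Abcg8, a sterol transporter, was at 10.67 ± 0.06 (SD, n = 2 arrays) in the fasting condition, 9.76 ± 0.02 at LF3h and 9.65 ± 0.03 at HF3h. It was 1.89-fold lower at LF3h (log2 fold change -0.92, standard error 0.08, adjusted p = 2.9e-05 from limma) and 2.04-fold lower at HF3h (-1.03, adjusted p = 5.2e-06). Abcc2 was at -0.99 at LF3h and -1.04 at HF3h. Abca1 fell by 0.63 at LF3h (adjusted p = 0.0013) and by 0.36 at HF3h (adjusted p = 0.033), although its other 2 probe sets ranged from -0.27 to 0.16 and from -0.36 to 0.11, and the fall at HF3h did not pass the test without either fasting array (adjusted p = 0.17 and 0.15) or either HF3h array (adjusted p = 0.094 and 0.19). At the 2-fold minimum, Abcg8 and Abcc2 were the modulated ABC transporters and both were HF-specific, too few for a test of their share by pattern. With a fold minimum of 1.5, 2 of 3 modulated ABC transporters were meal-responsive (two-sided Fisher's exact test, p = 0.18, adjusted p = 0.67).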

When we compared the proportion of modulated genes related to transporters and phase I/II metabolic enzymes, the meal-responsive genes had a higher proportion of ABC transporters compared to other classifications (data not shown, Chi^2^ = 10.5). Although Van den Bosh et al. [25] have only focused on genes related to transporters and phase I/II metabolic enzymes, and used the AIN-93 M diet (LF diet) and fasted up to 24 h as well as whole small intestine instead of duodenum mucosa, their results supports well our data.

Wang et al. [37] have reported that dietary carbohydrate source (sucrose vs cornstarch, 52.3% dietary weight) affects gene expression profile of intestinal epithelium in mice, primarily metabolic pathways related to carbohydrate metabolism. In our study, sucrose content in the LF and HF meals are 33% and 9% weights, respectively, whereas glucose polymer contents are 35% and 18%, respectively. Moreover, LF groups consumed 2.7 to 4.1 times more sucrose than the corresponding HF groups, whereas only 1.4 to 2.3 times more glucose polymer was ingested in the LF groups [5]. On average, 1.6 times less sucrose than glucose polymer was consumed in HF-fed mice compared to the corresponding LF-fed mice. These may influence the results of present study. When we compared 95 individual genes listed in their study [37] to ours (896 transctipts), only two genes (namely growth factor receptor-bound protein 7 and stearoyl-Coenzyme A desaturase 2) from the microarray data and one gene (aldolase 1, A isoform) from the SAGE data were overlapped, representing 0.3% of our data set. Therefore, the effects should be minimum. In addition, since Wang et al. investigated long-term (10 wks) feeding effects and only used microarray data, the results cannot be compared directly. However, both studies agree with carbohydrate metabolism as one of the most modulated pathways after a high-carbohydrate diet.

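Scd2, a stearoyl-CoA desaturase, was LF-specific on the arrays. It was at least 2.02-fold higher at LF3h (it rose by at least 1.02 on the log2 scale, adjusted p = 8e-05 from limma), with 0.34 at HF3h (adjusted p = 0.079, but between 0.015 and 0.049 under 3 alternatives), and lower by a log2 difference of -0.67 at HF3h than at LF3h (adjusted p = 0.0039). Grb7, a receptor adaptor, fell by less than 2-fold in both pools at 3 h. It was 1.42-fold lower at LF3h (log2 fold change -0.5, standard error 0.1, adjusted p = 0.0077) and 1.61-fold lower at HF3h (-0.68, adjusted p = 0.00066). Without any 1 of the 2 fasting or 2 LF3h arrays, its adjusted p at LF3h was between 0.053 and 0.067.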

SAGE and microarray use different approaches to detect, identify and quantify transcripts. SAGE method is based on the recognition of specific mRNA by the sequencing of short expressed tags (SAGE tags) that have been converted to cDNA, linked into concatemers and cloned [38]. The frequency of a SAGE tag in a biological sample is a precise measure of the amount of mRNA generated from a gene because all tags are simultaneously amplified without alteration in their relative proportions and without reference to an internal standard. However, cDNA without a specific restriction site such as *NlaIII* do not generate tags, and a large number of tags must be sequenced to observe significant differences between groups for low abundance mRNA [39]. In contrast to the SAGE, microarray technology is not limited by cDNA sequencing or by the presence of a restriction site in a transcript. Microarray is used to simultaneously detect a large number of mRNA species by their hybridization to nucleotide probes, which are synthetized in situ*,* on a chip [40]. Hybridization intensities can be used to compare mRNA between experimental groups, but microarray does not give an absolute estimate of genes expression level. In the present study, SAGE detected more transcripts in cytoskeleton whereas microarray detected more in signaling and RNA/DNA processing. Moreover, only 29 gene species (68 transcripts, 8%) in 896 modulated transcripts by the LF- and/or HF-meal ingestion were commonly modulated in both SAGE and microarray analysis, which demonstrates that SAGE and microarray detect different transcript species (92% of total modulated transcripts). However, only a negligible number of transcript (*n* = 1, 0.1%) reveals unexplainable contradicted result between them: Majority (20 genes) showed a similar or exactly the same expression pattern, whereas only two genes had opposite results and one of which detected by microarray does not contain SAGE tag, suggesting a different spliced product from the same gene. Even though SAGE and microarray detected different transcript species, majorities of the transcriptional regulators, the top five molecular and cellular functions, and the top three networks were represented in both methods. These results suggest that SAGE and microarray lead to the similar conclusion when the transcripts are globally analyzed. Therefore, SAGE and microarray complement each other, and combining the results will identify more variety of transcripts species that cannot be detected by SAGE or microarray alone.

## Conclusions

Our transcriptomic analysis using SAGE and microarray data highlighted lipid metabolism (PPARα) as the first molecular and cellular function (transcriptional regulator) of the HF-responsive and HF-specific genes. On the other hand, the first molecular and cellular functions of the LF-responsive and LF-specific genes as well as meal-responsive genes were carbohydrate metabolism (FOXO1 and CREB1, respectively) as well as cellular function / maintenance (FOXO1), respectively. We also characterized the common physiological function of the HF-delay and LF-HF different genes as digestion. Importantly, our results will contribute to the understanding of the LF and HF meal responsive mechanisms in the intestine and might allow the development of novel therapeutic approaches for obesity and the related disorders and disease. Indeed, PPARα deficient mice fed a HF diet exhibit an obese-phenotypic characterization [41] whereas an activation of PPARα transcriptional activity leads to protections from adiposity and insulin resistance [37, 42], which shows potential application for treatment of insulin resistance and obesity.

In addition, our pathway and network analysis indicate that the main gene expression in the duodenum shifts toward metabolisms corresponding to the major macronutrients ingested within 3 h after a meal and that there is a delay of digestion-related-genes modulation after a HF meal ingestion. These knowledges of the direct link between post-prandial duodenum gene expression and ingested meal as well as the delayed responses become useful for nutritionists and clinicians who would need to adjust the diet of their patients depending on their therapies. Since our study is about the short-term effects (up to 3 h), such aspect will be more important for drugs that are taken after meals and during the period when diet-induced metabolic variations are still active. For instance, a patient under therapies should avoid the diet that could deactivate the drug or prevent the metabolism of drug, especially if it is a prodrug, which could lead to either a loss of therapeutic efficiency or induce a pharmacotoxicity. Moreover, our results could also allow the nutritionists to better optimize the diet of patients suffering from divers metabolic diseases by considering the possible biochemical outcomes of the interactions between the ingested diet and the pathways induced by that diet depending on its ratio of lipids.

## Additional files

Additional file 1: Figure S1. Q_RT-PCR confirmation of SAGE and microarray. **Figure S2.** Comparison of the transcripts number detected in each functional classification between the serial analysis of gene expression (SAGE) and microarray. **Figure S3.** First network of the LF-responsive genes. **Figure S4.** Second network of the LF-responsive genes. **Figure S5.** First network of the HF-responsive genes. **Figure S6.** Second network of the HF-responsive genes.

Additional file 2: Table S1. Antibody information for western blot. **Table S2.** LF-specific transcriptional regulators. **Table S3.** HF-specific transcriptional regulators. **Table S4.** HF-delay transcriptional regulators. **Table S5.** LF-HF different transcriptional regulators. **Table S6.** Meal-responsive transcriptional regulators. **Table S7.** Comparison between the serial analysis of gene expression (SAGE) and microarray in the molecular and cellular functions, networks, and transcription regulators after low-fat and high-fat meal ingestion. **Table S8.** Transcriptional regulators detected by SAGE. **Table S9.** Transcriptional regulators detected by microarray. **Table S10.** Normalized microarray data.

## Abbreviations

ABC: ATP binding cassette
AHR: Aryl hydrocarbon receptor
AIP: Aryl hydrocarbon receptor interacting protein
CEBPB: CCAAT/enhancer-binding protein beta
*Cel*: Carboxyl ester lipase
*Cpa2*: Carboxypeptidase A2
CREB: cAMP response element binding protein
*Ctrb2*: *Chymotrypsinogen* B2
DF: Density of each lane on the film
DM: Density of each lane on the membrane
ERK5: Extracellular signal regulated kinase 5
FA: Fatty acids
FOXO1: Forkhead box protein O1
G6Pase: Glucose 6-phosphatase
HF: High-fat
HSP: Heat shock proteins
*Iapp*: Islet amyloid polypeptide
*Ins1*: Insulin I
IPA: Ingenuity Pathways Analysis
IRE: Insulin response element
LF: Low-fat
MAFA: v-maf musculoaponeurotic fibrosarcoma oncogene homolog A
NKX2-2: Homeobox protein Nkx-2.2
NR5A2: Nuclear receptor subfamily 5 group A member 2
PC: Positive control
PDX1: Pancreatic and duodenal homeobox 1
PKA: Protein kinase A
PPAR: Peroxisome proliferator-activated receptor
PTF1A: Pancreas specific transcription factor 1a
Q_RT-PCR: Quantitative real-time PCR
RBPJL: Recombination signal binding protein for immunoglobulin kappa J region-like
SAGE: Serial analysis of gene expression
*Try4*: Trypsin 4

# Supplementary material for: Identification of the principal transcriptional regulators for low-fat and high-fat meal responsive genes in small intestine
**Source:** Nutr Metab (Lond). 2017 Oct 23;14:66. doi: 10.1186/s12986-017-0221-3
**Supplement:** Supplementary file 1 — Q_RT-PCR confirmation of SAGE and microarray. Figure S2. Comparison of the transcripts number detected in each functional classification between the serial analysis of gene expression (SAGE) and microarray. Figure S3. First network of the LF-responsive genes. Figure S4. Second network of the LF-responsive genes. Figure S5. First network of the HF-responsive genes. Figure S6. Second network of the HF-responsive genes.

**Supplemental Figure 1: Q_RT-PCR confirmation of SAGE and microarray.**

Each gene expression data from the SAGE, microarray and Q_RT-PCR was converted to the percentage of the fasting levels. *Significant difference from the fasting condition (*P*<0.05): The statistical analysis of SAGE and Q_RT-PCR data have been described in reference 5.

Abbreviations: Referred to the National Center for Biotechnology Information (NCBI) Entrez Gene (<http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene>).

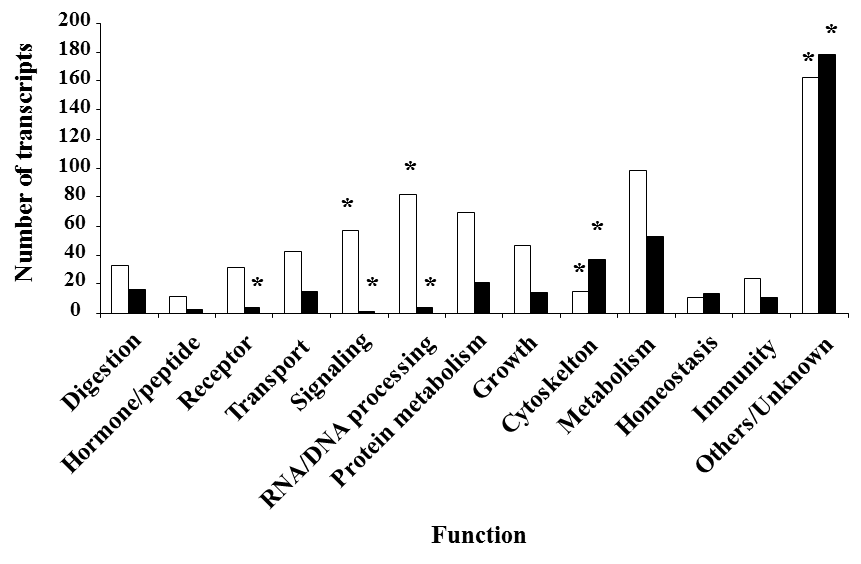

**Supplemental Figure 2: Comparison of the transcripts number detected in each functional classification between the serial analysis of gene expression (SAGE) and microarray.**

*Significant difference from the expected distribution of number of modulated transcripts (*P*<0.05); open bar, microarray; closed bar, SAGE.

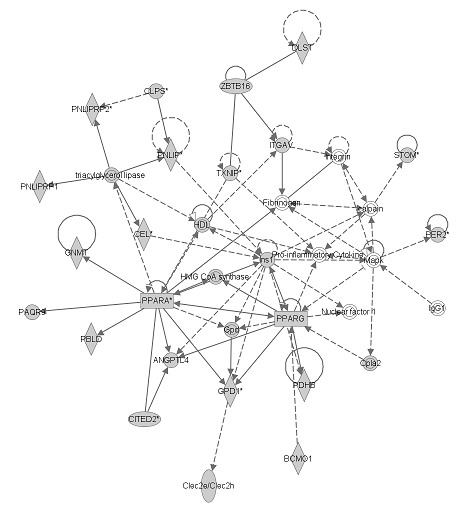

**Supplemental Figure 3: First network of the LF-responsive genes.**

Abbreviations: Refered to the National Center for Biotechnology Information (NCBI) Entrez Gene (http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene).**
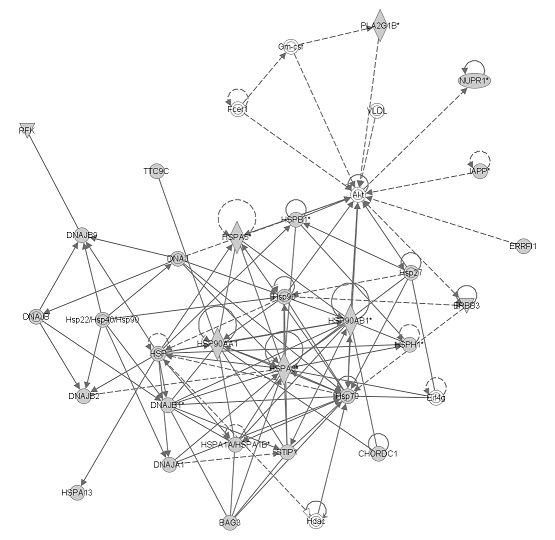
**

**Supplemental Figure 4: Second network of the LF-responsive genes.**

Abbreviations: Refered to the National Center for Biotechnology Information (NCBI) Entrez Gene (http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene).**
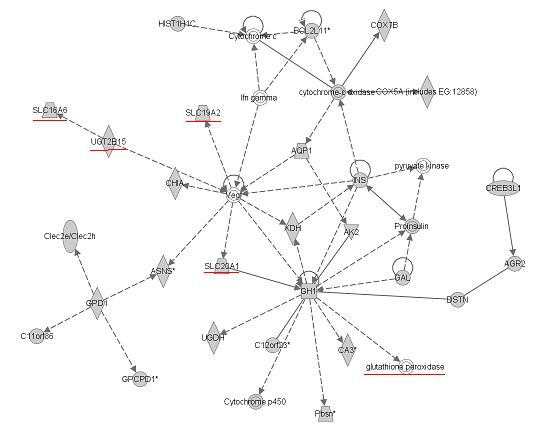
**

**Supplemental Figure 5: First network of the HF-responsive genes.**

Red underline: Intestinal barrier genes.

Abbreviations: Refered to the National Center for Biotechnology Information (NCBI) Entrez Gene (http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene).

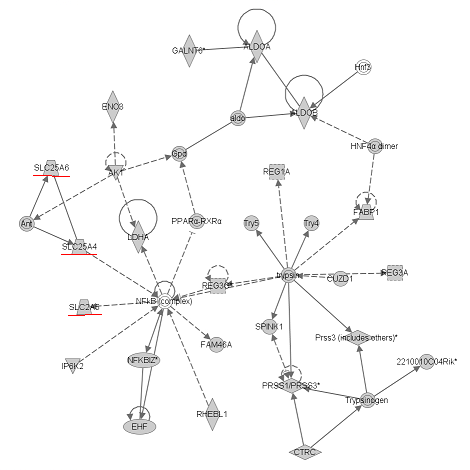

**Supplemental Figure 6: Second network of the HF-responsive genes.**

Red underline: Intestinal barrier genes.

Abbreviations: Refered to the National Center for Biotechnology Information (NCBI) Entrez Gene (http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene).

How the deposited data were processed for this re-analysis (not part of the article)

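Duodenal mucosa was measured on 14 Affymetrix MOE 430 v2.0 arrays, 2 for each of 7 pools of RNA from 20 mice: fasted for 12 h, or 30 min, 1 h or 3 h after the beginning of a LF or HF meal. The 2 arrays of a pool are technical replicates, so every error and p-value covers the array and not the mouse. The log2 values are those of the authors, who subtracted background and normalized the probe set intensities by Robust Multiarray Analysis; the log base is taken from that method. The SAGE tags, the IPA knowledge base and the western blots were not analysed here.

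Of 45101 probe sets, 64 Affymetrix controls were set aside and 45037 were tested. The platform annotation, matched to current genes by Entrez ID for 34741 probe sets, names 1 gene for 34945 probe sets (18193 genes), several for 932 and none for 9160, and gene results use the first kind. Where a gene had several probe sets, the one with the highest mean over the 14 arrays stood for it, and the range of the others was looked at.

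A linear model with 1 mean per pool was fitted in limma 3.58.1 (R 4.3.3), with 7 residual degrees of freedom, 6.4 prior degrees of freedom and a prior variance of 0.0115. The 6 comparisons with the fasting condition and the 3 comparisons of the HF with the LF pool at the same time were each adjusted by Benjamini-Hochberg over probe sets. A probe set was modulated at an adjusted p under 0.05 and at least a 2-fold change. Modulated probe sets were sorted into the paper's 6 patterns. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

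Gene lists were written from general knowledge as a stand-in for the IPA sets, 33 in all: targets of PPARα, FOXO1 and CREB1, fatty acid oxidation, triglyceride and chylomicron assembly, lipogenesis, cholesterol synthesis, glycolysis and fructose use, gluconeogenesis and glycogen, carbohydrate digestion and sugar transport, heat shock proteins, endoplasmic reticulum chaperones, the ATF4 amino acid stress response, proteasome, pancreatic enzymes, other acinar genes, islet genes, enteroendocrine hormones, ABC transporters, phase I and II enzymes, solute carriers, immediate early genes, circadian clock, cell cycle, ribosome biogenesis, and markers of enterocytes, goblet and Paneth cells, stomach and Brunner gland, smooth muscle, adipocytes, B cells, T cells and erythrocytes. The list of endoplasmic reticulum chaperones also held genes of the unfolded protein response. Each list was tested with limma's camera on 1 probe set per gene, with a preset inter-gene correlation of 0.01, and adjusted over the 297 tests of lists and comparisons. The share of a list in a pattern was tested by Fisher's exact test, two-sided, where at least 3 of its genes were modulated. After list results had been seen, symbols that an old name had led to another gene were corrected, which left 1 gene fewer in the lists of glycolysis, carbohydrate digestion, enterocytes and enteroendocrine hormones.

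The genes named are the 10 with the largest rise and the 10 with the largest fall per comparison with the fasting condition, among modulated genes whose 2 fed arrays both lay beyond both fasting arrays, every gene the paper names, and the 4 members of each list with the largest change at an adjusted p under 0.05. A gene named for 1 comparison may also be given at others. From these, the genes and lists described in the text were picked after their values had been seen. The tests, lists, thresholds, naming rule and alternatives were set before the data were examined, except where the text says otherwise. The alternatives were other p and fold rules, a filter at a log2 value of 6, other variance models, scaling, the replicate number as a block, fewer probe sets, each array left out in turn, another definition of the patterns, and for lists an estimated correlation, the mean of a gene's probe sets and limma's fry. Camera asks whether a list moved against the other genes and fry whether it moved at all, so their p-values answer different questions.

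The procedure was tested on simulated data made from the arrays. Of 50 probe sets changed at each size, none was called at 1.5-fold (41 had an adjusted p under 0.05), 27 at 2-fold, 50 at 3-fold and 50 at 4-fold, with 0 false calls among modulated probe sets and 6 on the adjusted p alone. A shift of 0.3 in 1 list was found in 2 of 2 comparisons it entered, and in 0 of 295 other tests. Only that size was simulated for a list, and it exceeded many of the list medians reported. The count of other tests does not give the error rate on the real arrays. There, 120 of 297 tests were called with the preset correlation and 55 with the estimated one.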

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

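The tests of islet and stomach transcripts, the rank correlations and the alternative without pancreatic and stomach genes were chosen after results had been seen. The tests of carried-over pancreas and of RNA quality for the pancreatic transcripts were not. The rules for judging the islet, stomach and RNA quality tests were revised after their values had been seen. Their outcomes are therefore judgements made with the values in view.

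The 2 meals differed, when compared directly, in 28 probe sets at 30 min, 11 at 1 h and 88 at 3 h (with no fold minimum, 388 higher and 430 lower after the HF meal). At 3 h, HF minus LF, carbohydrate digestion and sugar transport had a median log2 difference of -0.2, PPARα targets 0.19 and cholesterol synthesis -0.22, of which none passed with an estimated correlation (adjusted p = 0.06, 0.062 and 0.055). Pancreatic digestive enzymes had 1.05, adipocyte markers 0.34 (4 of 10 higher, none lower; adjusted p = 2.6e-05), and cell cycle genes had -0.2, with 1 of 24 lower and none higher (5 and 0 when adjusted over the list alone; adjusted p = 1.9e-06). At 30 min, islet genes had a median of 0.12, with 5 of 21 higher and none lower (8 and 1 when adjusted over the list alone; adjusted p = 1.3e-06). At 1 h, T cell genes had a median of 0.2, with none of 14 past the test singly (2 higher when adjusted over the list alone; adjusted p = 7.9e-07). Single genes that differed were Pdk4 (1.87), Acot1 (at least 1.97), G0s2 (at least 1.34) and Cel (1.17) at 3 h, Ins2 at 30 min and 3 h (3.11 and 3.19), and Iapp at the same times (2.5 and 2.15). Gkn3, of the stomach, differed by at least 5.57 at 3 h, since it lay near the array medians at LF3h.

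Stomach and Brunner gland markers, which the paper does not discuss, rose above the fasting condition. Their median log2 fold change was 0.46 at LF30min (7 of 14 rose), 0.62 at LF1h (7 rose), 1.78 at HF30min, 0.09 at HF1h (1 rose; adjusted p = 0.025, 0.11 with an estimated correlation) and 0.17 at HF3h (6 rose), and none fell in these pools. At LF3h 1 rose and 3 fell, with a median of -0.15 (adjusted p = 0.082). HF minus LF, their median was 0.67 at 30 min (7 higher, none lower; adjusted p = 6.2e-12), -0.5 at 1 h (none higher, 4 lower; adjusted p = 1.6e-13) and 0.26 at 3 h (5 higher, none lower; adjusted p = 3.2e-13). Gkn3 rose by at least 5.77 at LF30min, 6.57 at HF30min and 5.81 at HF3h, lower bounds since its fasting value of 5.04 lay near the array medians.

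Pancreatic enzymes changed from pool to pool, with a median of -0.89 at HF30min. Acinar genes that encode no enzyme were called in the enzymes' direction in 5 of 6 comparisons (at LF3h not with an estimated correlation, adjusted p = 0.056, nor the enzymes themselves at LF30min, 0.075), islet genes in 1, against it in 1 and not called in 4, where carried-over tissue predicts all 6. The enzymes' profiles over the pools correlated at a median of 0.99 (lowest 0.88), which it predicts too, but the acinar median at HF30min was -0.26 with an SD of 0.46 among members, too wide to separate pancreas carried over with the mucosa from a change in its transcripts. RNA quality stays open: in the planned test the beta-actin 3' minus 5' difference at HF30min, 0.525, lay outside the 0.398 to 0.5 of the other pools, and that of Gapdh, 0.014, within -0.033 to 0.081; over the 7 pools the enzyme medians had a rank correlation of -0.36 with beta-actin (-0.83 without LF3h) and 0.39 with Gapdh. A response of the tissue to the meals stays open as well and was not tested, since each pool is 1 RNA sample.

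Some islet transcripts rose at HF30min while the enzymes fell. All 21 had a median of 0.1 (SD 0.57) and none fell, and the 8 with a fasting value of at least 6 had 0.3 (SD 0.81), each above the -0.89 of the enzymes by more than that spread. This argues against carried-over pancreas of a single makeup, although 6 of the 21 are also on the enteroendocrine list. Pancreas with an islet share that differed between pools stays open, and a biological explanation was not tested.

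Stomach transcripts at HF30min may come from stomach carried over with the mucosa, which stays open. Of the 9 markers other than gastrokine and trefoil genes 7 rose too, Atp4a of the parietal cell by at least 2.08 and Chia1 by at least 2, but so many follow already from the 12 of 14 of the whole list. RNA quality stays open too, since its rows go both ways. For beta-actin (0.488 in the fasting condition), HF30min (0.525), LF30min (0.5) and LF3h (0.398) go with it in direction. Against it, the list also rose at LF1h, HF1h and HF3h, where beta-actin was shifted the other way (0.474, 0.47 and 0.429). For Gapdh only LF3h goes against it in direction, a single pool. Yet Gapdh was alike at HF30min, HF1h and HF3h (0.014, 0.019 and 0.015), where the list's medians were 1.78, 0.09 and 0.17. At HF3h the same 7 markers had a median of -0.07 (SD 0.28). Stomach of the HF30min makeup, scaled by a Gkn3 share of 0.59 on the linear scale, predicts 0.81, well above that. However, 5 of the 7 lay under a log2 value of 6 in the fasting condition, too dim to decide. Stomach of the HF30min makeup, another part of the stomach and Brunner gland stay open there, and no biological explanation was tested.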

How the results depend on the processing

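The alternative without pancreatic and stomach genes was chosen after the data had been seen. No called result reversed; the uncalled values of Foxo1 and Mapk7 at LF3h, near 0, changed sign (Foxo1 0.0183 without Fasting replicate 2; Mapk7 -0.0202 with quantile normalization, -0.0854 and -0.176 with an array left out). Every error here is that of arrays from 1 pool per group, and in the simulated data a 2-fold change was called in 27 of 50 probe sets and a 1.5-fold change in none, so changes near the 2-fold minimum depend on it. Where an array was left out, the lone array was assumed to vary like the other groups. Unadjusted p, adjustment over comparisons together, other variance models, the 2 groups compared alone, quantile normalization and centring kept each count within 1.5 times its value.

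With no fold minimum, the modulated probe sets were 211, 670 and 2197 (LF30min, LF1h, LF3h), 437, 429 and 2510 (HF30min, HF1h, HF3h), those different between meals 199, 86 and 818, those modulated at least once 4016, and the patterns 1225 LF-specific, 1439 HF-specific, 1177 meal-responsive, 32 LF-delay, 54 HF-delay and 89 LF-HF different. At 1.5-fold the same counts were 145, 368 and 660; 232, 209 and 851; 128, 64 and 319; 1476; and 463, 537, 388, 9, 29 and 50. With limma's treat against 1.5-fold, 62 were modulated at LF3h, 43 at HF30min and 27 at HF1h, 14 differed at 30 min, and 42 were LF-specific, 56 meal-responsive and 0 LF-delay. Without probe sets ending in _s_at, _x_at or _a_at, 23 were modulated at LF30min and 39 at HF30min, 15, 7 and 58 differed between meals, and 70 were HF-specific, 8 HF-delay and 8 LF-HF different. The other definition of the patterns gave 49 meal-responsive, 3 LF-delay, 23 HF-delay and 39 LF-HF different. Without pancreatic and stomach genes, 37 were modulated at HF30min, 12 differed at 30 min and 46 at 3 h, and 2 were LF-HF different. These 2 were assigned to no single gene, so the filter could not reach them. The cause of these changes is the rule itself.

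Leaving out each array gave 282 to 312 probe sets modulated at least once; LF-delay went from 1 to 2 without LF30min replicate 2. With the replicate number as a paired factor (replicate block) the count was 286; replicate numbers did not pair the arrays, since the correlations of 21 pairs of pools ran from -0.19 to 0.15.

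Of 297 tests of lists 120 were called with the preset correlation and 55 with the estimated one. Among the list results of the text, the calls lost with the estimated one were carbohydrate digestion at LF3h (0.133, adjusted p = 0.15) and HF against LF at 3 h (-0.2, 0.06), glycolysis at LF3h (0.0809, 0.26), FOXO1 targets at LF3h (-0.149, 0.29) and HF3h (-0.174, 0.18), PPARα targets at HF3h (0.122, 0.18) and HF against LF (0.19, 0.062), cholesterol synthesis HF against LF (-0.22, 0.055), triglyceride assembly at HF3h (0.132, 0.21), phase I and II enzymes at LF3h (-0.134, 0.16) and HF3h (-0.188, 0.085), CREB1 targets at HF3h (-0.0453, 0.11), stomach markers at HF1h (0.0888, 0.11; also lost without HF1h replicate 1, 0.151, 0.08), heat shock proteins at LF30min (0.0913, 0.061) and HF30min (0.159, 0.055), acinar genes at LF3h (-0.103, 0.056; also lost without probe sets ending in _s_at, _x_at or _a_at, -0.0406, 0.35), and enzymes at LF30min (-0.0774, 0.075; also lost without LF30min replicate 1, -0.057, 0.15, and -0.0906 without replicate 2). Cholesterol synthesis lost its call with the estimated correlation at LF30min (0.16, 0.14) and HF1h (0.14, 0.27) too. CREB1 targets at HF3h were also lost without dim probe sets (-0.209, 0.15), with the 2 groups alone (-0.0453, 0.088) and with quantile normalization (-0.0303, 0.063). Over arrays left out, these targets ran from -0.146 to -0.0453. FOXO1 targets at LF3h ran from -0.173 to -0.0573, lost without LF3h replicate 1 (adjusted p = 0.051) and at -0.0696 without Fasting replicate 2. PPARα targets at LF3h (-0.05, adjusted p = 0.18) ran from -0.0844 to -0.025, called without LF3h replicate 2 (0.039) and by fry (-0.0512, 0.012), which tests against no change and not against the other genes. ABC transporters at HF3h were called with the mean of probe sets (-0.0937, 0.0089) and by fry (-0.0356, 0.00014). B cells at HF30min were lost without dim probe sets (-0.205, 0.087), ATF4 targets at HF1h were lost without probe sets ending in _s_at, _x_at or _a_at (0.107, 0.089), and fry called CREB1 targets at LF1h (0.0768, 0.0074) and stomach markers at LF3h (-0.148, 0.0075) and gave gluconeogenesis at LF3h 0.0127 (0.27). At 1.5-fold the shares of enzymes (13 genes, 1e-13) and other acinar genes (7 genes, 0.00026) in LF-HF different and of heat shock proteins in meal-responsive (11 genes, 0.0031) and HF-specific (0 genes, 0.02) passed. The cause of the changes in list calls was not tested.

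Calls that held but moved by over 1.5 times were carbohydrate digestion at LF3h (0.0784 without Fasting replicate 1, 0.0835 without LF3h replicate 2), glycolysis at LF3h (0.0539 without Fasting replicate 1), CREB1 targets at LF3h (-0.166 without Fasting replicate 2) and at HF3h (-0.109, -0.098 and -0.146 without Fasting replicate 1, Fasting replicate 2 and HF3h replicate 1), islet genes at HF30min and HF3h (0.0541 and 0.0828 without Fasting replicate 1), smooth muscle markers at HF30min (0.0553 without HF30min replicate 1), and stomach markers at HF3h (0.262 without HF3h replicate 2). Single genes were counted once for each result and alternative, so a result can count several times. Under alternatives other than arrays left out, 48 such calls were lost, mostly with treat, 11 were gained and 1 value moved. With arrays left out, calls were lost, gained or moved too, several of them for the same result, such as Abca1 at HF3h and Grb7 at LF3h.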

Differences from the paper's values

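The paper gives 685 microarray transcripts modulated by the LF and/or HF meal; 286 probe sets were found here with the paper's 2-fold minimum. The paper's methods estimate a false discovery rate but do not say whether the threshold of 0.05 was set on it, and the unadjusted p gave 286 too. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: adjustment over comparisons together, trended and robust variances, centring and the replicate block gave 286, quantile normalization 283, the 2 groups compared alone 285, probe sets above a log2 value of 6 249, limma's treat 197, no _s_at, _x_at or _a_at probe sets 193, a 1.5-fold minimum 1476, no fold minimum 4016, and arrays left out 282 to 312. The number of transcripts on the array, 45101, matches.

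The paper sorts SAGE tags and array transcripts together into patterns, so the shares below cover a part of its data. It states a higher proportion of ABC transporters among meal-responsive genes; here the 2 modulated ABC transporters, Abcg8 and Abcc2, were HF-specific, and at 1.5-fold 2 of 3 were meal-responsive (adjusted p = 0.67). It counts Grb7 among its modulated microarray genes; here Grb7 was 1.61-fold lower at HF3h (adjusted p = 0.00066), under the 2-fold minimum and past the 1.5-fold one, while Scd2 was modulated at LF3h at 2-fold. It states a higher proportion of digestion genes in HF-delay and LF-HF different; pancreatic enzymes were 1 of 6 and 3 of 7 genes there (adjusted p = 1 and 0.19), and at 1.5-fold 0 of 14 and 13 of 30, of which the second passed (adjusted p = 1e-13). The enzymes moved together over the pools, so this p-value, which takes genes as independent, overstates the evidence. For hormones in LF-HF different, islet genes were 2 of 7 (adjusted p = 0.19), and at 1.5-fold 2 of 30 (adjusted p = 0.21).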

Other observations

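All values of this part come from planned tests; the genes and lists were picked after their values had been seen.

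Some genes with large changes at 3 h, and Socs3 with one at 1 h, belong to no pathway above. Rab30, a small GTPase of the Golgi, rose by 1.79 at LF3h and 3.68 at HF3h (12.8-fold, adjusted p = 1e-10), with 0.52 and 1.13 in its other probe set. Per2, of the circadian clock, rose by 1.73 and 1.58, and Paqr9 by 2.32 and 2.27. Mt2, a metallothionein, had log2 fold changes of -1.38 and -1.82, and Zbtb16, a zinc finger transcription factor, -2.06 and -1.82 or lower. Slc11a2, the iron transporter of the brush border, rose by 1.75 at LF3h, though 1 of its 4 probe sets was at -0.04, and Socs3, an inhibitor of cytokine signaling, by 1.79 at LF1h.

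Immediate early genes rose at LF30min, 6 of 29 up and 1 down (14 and 1 when adjusted over the list alone), with a median of 0.18 (adjusted p = 6.2e-12 from camera). ATF4 targets rose at LF1h, 7 of 28 up and none down (9 and 0), with a median of 0.15 (adjusted p = 2.3e-09), and Trib3 of this list rose by at least 1.08 at LF3h. Goblet and Paneth cell markers rose at HF30min, 3 of 16 up and none down (8 and 0), with a median of 0.26 (adjusted p = 6.5e-09), in a pool where markers of stomach and Brunner gland (median 1.78) and smooth muscle (0.11, adjusted p = 0.0014; 0.0553 without HF30min replicate 1) rose too. Smooth muscle markers rose at LF30min, 1 of 14 up and none down (6 and 0), with a median of 0.22 (adjusted p = 2.1e-07). B cell markers were lower at HF30min as a list, none of 13 past the test singly (1 higher and 6 lower when adjusted over the list alone), with a median of -0.22 (adjusted p = 0.0022).

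The genes of the regulators named by the paper were measured as transcripts. Ppara fell by 0.94 at LF3h (adjusted p = 3.1e-05) and by 1 at HF3h (adjusted p = 8.8e-06), and HF3h and LF3h did not pass the test of their difference (-0.06, adjusted p = 0.81). Foxo1 had log2 fold changes of -0.04 at LF3h (adjusted p = 0.91) and -0.06 at HF3h (adjusted p = 0.84). Creb1 had 0.39 at LF3h (adjusted p = 0.021, 0.22 without Fasting replicate 1, and 0.08 and 0.15 without LF3h replicate 1 or 2) and 0.11 at HF3h (adjusted p = 0.59).

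Of 33 lists, 16 had no call with an estimated correlation in any of the 9 comparisons. With the preset one, PPARα targets were called in 4 comparisons (lowest adjusted p with an estimated correlation 0.062), FOXO1 targets in 3 (0.14), triglyceride and chylomicron assembly in 2 (0.21), glycolysis in 5 (0.26), gluconeogenesis in 1 (0.13), carbohydrate digestion in 4 (0.06), phase I and II enzymes in 6 (0.081), fatty acid oxidation in 2 (0.43), proteasome in 2 (0.39), circadian clock in 1 (0.19), ribosome biogenesis in 2 (0.1) and enterocytes in 2 (0.17), while lipogenesis (0.53), enteroendocrine hormones (0.29), solute carriers (0.45) and erythrocytes (0.26) were called in 0.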
